A study of Mus musculus with 39 samples. Its data were reported in "Imprinted Cdkn1c genomic locus cell-autonomously promotes cell survival in cerebral cortex development" (2020).

How the data were processed

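RNA was sequenced from small pools of cells sorted by fluorescence from the neocortex of mouse embryos at embryonic day (E) 13 and E16. The embryos carried Mosaic Analysis with Double Markers (MADM) cassettes on chromosome 7 and Cre recombinase under the Emx1 promoter. In MADM, recombination between homologous chromosomes during cell division leaves sparse red (tdTomato) and green (GFP) cells, which hold both copies of chromosome 7 from a single parent (uniparental disomy, UPD) in opposite parental directions, and yellow cells, which hold a maternal and a paternal copy. Libraries were made with a Smart-Seq2 protocol, without molecular identifiers and without strand information.

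The authors aligned the reads with STAR to GRCm38 with the Gencode M16 annotation, kept reads with a single alignment, combined technical replicates before alignment, and deposited for each library a table of whole-number read counts per gene in an unstranded column and 2 stranded columns, not normalised. The stranded columns held a median of 54.6% and 53.0% of the unstranded counts, so the unstranded column was used. The tables list 53379 genes, of which 53274 were matched to the Gencode M21 annotation of the same build by gene identifier without its version. Symbols and coordinates are from that annotation.

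Groups were taken from the age and colour in the labels: 6 libraries of each colour at E13 and 7 at E16. The labels do not say which parent's chromosome 7 a colour carries, so red and green were compared as colours, and no library was assigned to maternal or paternal UPD. All libraries name the same flow cell in the labels, so there was no sequencing batch to separate. Libraries with under 40% uniquely aligned reads, computed from each table as reads in genes, without a feature or ambiguous over all reads, were left out, as the study did. This removed 3 of the 39 libraries: E13 yellow replicate 3 and E13 red and green replicate 5. The 36 libraries kept had 50.5% to 66.0% uniquely aligned reads. The study also left out libraries for low correlation, and a rule of that kind was run as an alternative.

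Over the 39 libraries, gene counts ran from 472924 to 5205788 (median 3431382), and 3224 to 13768 genes were detected. A floor of 3 counts was taken as the smallest level a library can show. PCR reads without molecular identifiers are not independent molecules, so this floor covers counting error only.

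Replicate numbers come from the labels, and the methods of the study state that single individuals were replicates. Libraries of the same age and number were taken as the colours of 1 embryo. This was checked in 2 ways. The larger of the Xist and Y-linked counts was the same in all 3 libraries of 12 of the 13 embryos, and 1 library of the other embryo had neither signal. In 3 of the 12, however, 1 library had at least 50 counts of both, so 9 embryos agreed without such a library. Y-linked counts were the larger in E13 replicates 1, 2 and 3, and Xist in E13 replicates 4 and 6. At E16 Xist was the larger only in replicates 4 and 6. Libraries exchanged between embryos of the same sex would agree as well, so this check cannot test the pairing among them. Deviations from the group means, correlated across genes, averaged a correlation of 0.045 between same-numbered libraries of different colours at E13 and -0.0094 between different numbers. At E16 these were 0.030 and -0.0035.

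Genes were tested with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood test, TMM normalisation), with the embryo as a block and all colours of an age in the fit, after the design in the study's methods. Genes with a mean count under 10 were left out, and an adjusted p-value (Benjamini-Hochberg) under 0.05 was the threshold. The SE given with an edgeR log2 fold change is derived, not fitted. It is the absolute fold change divided by the square root of the F statistic of the test. E16 and E13 were compared in yellow libraries without a block, since the embryos are different animals. The difference between ages in the green-red contrast was tested as an interaction with the embryo as a block. Relative expression of single genes is the count divided by the DESeq2 1.42.0 size factor and by the median of the yellow libraries of that age.

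Gene lists were written before the data were examined. A cell-cycle score is the mean log2 CPM (prior count 2) over the listed S and G2/M genes that passed the filter, compared within embryos by an exact two-sided sign-flip permutation test. Because the parental direction is not labelled, imprinting was tested without it. For each embryo, the median absolute green-red difference over chromosome 7 imprinted genes was compared with the median over genes matched on mean expression (50 per gene, drawn at random from the 200 nearest). It was also counted in how many embryos the maternally and paternally expressed lists moved in opposite directions, and in how many the yellow library lay between red and green.

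The genes named were set by rule before the data were examined: Cdkn1c, Cdk1 and Pcna in every case, imprinted genes of chromosome 7 in the imprinting comparison, marker genes in checks, and at most 3 higher and 3 lower genes per all-gene comparison, with the smallest p among those past the threshold and with the same sign in every embryo (for E16 against E13, without overlap between groups), passing over genes without a symbol and, for age, genes on the sex chromosomes.

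The gene test was tested on simulated counts with 200 genes changed by 2 on the log2 scale. The changed genes were drawn only from genes with mean counts well above the filter, so recovery among genes of lower count was not measured. With the dispersion estimated from the data (median 1.33 at E13 and 1.36 at E16), 15% of the changed genes were recovered in the E13 layout among 11127 genes and 17.5% in the E16 layout among 10279. With a dispersion of 0.1, all 200 were recovered in both layouts. Alternatives were DESeq2 size factors and the DESeq2 Wald test, other filters on low counts, all libraries, a correlation rule, the stranded columns, no block, the 2 colours compared alone, and each embryo left out in turn. For list results, other prior counts, sub-lists and summaries were tried.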

Results

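The data are 39 RNA-seq libraries of sorted MADM-labelled cells from mouse neocortex, with 6 embryos at E13 and 7 at E16, each sorted into red, green and yellow cells. After the 40% rule, 5 libraries per colour remained at E13 and 7 per colour at E16. Because 2 of the E13 embryos lost libraries, 5 embryos had a red and green pair at E13 and 4 had green and yellow or red and yellow pairs. Gene counts per library ranged from 472924 to 5205788. The first question the design poses is whether expression of Cdkn1c, a maternally expressed imprinted gene on chromosome 7, differs between the colours. The labels give colours and not the parental direction of the disomy, so the comparison was made by colour.

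Cdkn1c (ENSMUSG00000037664.13) is a protein-coding gene on the minus strand of chromosome 7 (GRCm38, start 143458339, end 143461050). Relative to the median yellow library of the age, its expression at E13 was 0.718 ± 0.516 in red (SD, n = 5), 0.926 ± 0.538 in yellow (SD, n = 5) and 1.54 ± 1.59 in green cells (SD, n = 5). At E16 it was 3.12 ± 3.42 in red (SD, n = 7), 1.20 ± 0.627 in yellow (SD, n = 7) and 0.875 ± 1.19 in green cells (SD, n = 7). In green cells at both ages and in red cells at E16 the SD between embryos was larger than the mean. The highest red levels at E16 were 8.27 in replicate 5 and 7.28 in replicate 6. These were the red libraries of that age with the fewest genes detected (8803 and 9210, the others 11291 to 12164), so the red mean rests largely on libraries of low complexity. Cdkn1c had 0 counts in 2 green libraries at E13, and in 3 green and 1 red library at E16. At the same age other green libraries reached a relative level of 3.51 at E13 and 3.04 at E16.

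**Figure D1:**
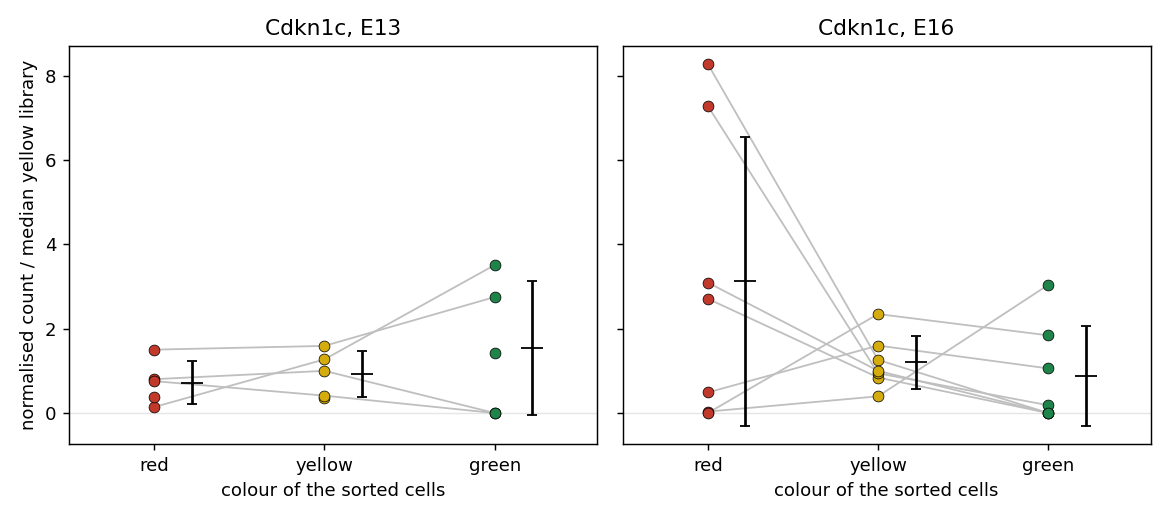
Cdkn1c count divided by the size factor and by the median yellow library of the age (y axis, linear) for each library, by colour of the sorted cells (x axis), at E13 (left) and E16 (right). Grey lines join the libraries of 1 embryo, and the bars beside the points are mean ± SD. Green cells at both ages and red cells at E16 spread more widely than yellow cells (SD 1.59, 1.19 and 3.42 against 0.538 and 0.627), red cells at E13 did not (0.516), and the lines cross.

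With the embryo as a block, edgeR's quasi-likelihood test found no Cdkn1c difference past the threshold (Benjamini-Hochberg adjusted p of 1 in each of the 6 colour contrasts). At E13 the log2 fold change was 0.31 (SE 1.75) for green against red, 0.05 (SE 1.78) for green against yellow and -0.27 (SE 1.43) for red against yellow. At E16 the Cdkn1c values were -2.83 (SE 2.17), -1.16 (SE 1.75) and 1.67 (SE 1.54). Without the block the green-red value for Cdkn1c was 1.10 at E13 and -1.82 at E16, and neither passed the threshold. Within embryos Cdkn1c was higher in green than in red in 3 of 5 pairs at E13 and in 3 of 7 at E16, and the differences of log2 CPM ran from -6.84 to 4.56 at E13 and from -8.34 to 6.21 at E16. The sign differed between embryos of the same age, and the spread of the differences (SD 5.21 at E13 and 6.23 at E16) was larger than their mean. A contrast by colour averages over these opposite signs, so the absence of a call gives no measure of the difference within embryos and does not compare maternal with paternal disomy. The alternative that moved the E13 green-red contrast of Cdkn1c most was keeping all libraries, with a value of -1.43.

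The next comparison asked whether other genes differed between colours. At E13, 11786 genes passed the filter. No gene passed the threshold for green against red (261 genes at an unadjusted p under 0.05) or red against yellow (553 genes), and 3 did for green against yellow (749 genes). Vimentin (Vim, ENSMUSG00000026728.9, chromosome 2, start 13573927, end 13582826) was higher in green, with 757 ± 183 CPM in green (SD, n = 5) against 237 ± 39.0 CPM in yellow cells (SD, n = 5), a log2 fold change of 1.72 (SE 0.25) and an edgeR adjusted p of 0.04996. Stmn3 (chromosome 2, start 181306459, end 181314500) was lower in green, at 769 ± 207 CPM in green and 3322 ± 533 CPM in yellow cells (log2 fold change -2.14, SE 0.26, edgeR adjusted p of 0.02505). Clasp2 (chromosome 9, start 113741473, end 113919682) was also lower (log2 fold change -1.63, SE 0.24, edgeR adjusted p of 0.04996). All 3 kept their sign in each of the 4 embryos with both libraries. Without the replicate block, 6 genes passed for green against yellow, 1 for red against yellow and 0 for green against red. At E16, 10794 genes were tested, and no gene passed for green against red (251 genes at an unadjusted p under 0.05), green against yellow (166) or red against yellow (313), with or without the block. These green-red counts average over embryos in the same way as for Cdkn1c. The alternative that moved these counts most was the DESeq2 Wald test, which gave 229 genes for green against red, 522 for green against yellow and 321 for red against yellow at E13, and 76, 59 and 123 for these contrasts at E16.

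The study asked whether cells with opposite disomies differ in the cell cycle. The comparison here is of colours only. Since the direction of the chromosome 7 imprinted genes differed between embryos, the green-red contrasts average over both directions and do not answer that question. Cdk1 (chromosome 10, start 69335146, end 69352938) had a relative level of 2.16 ± 0.821 in green, 1.45 ± 0.425 in red and 1.16 ± 0.591 in yellow cells at E13 (SD, n = 5 each). At E16 Cdk1 was at 6.58 ± 3.57 in green, 4.78 ± 4.66 in red and 2.68 ± 3.77 in yellow cells (SD, n = 7 each), with 0 counts in red replicate 6 and yellow replicate 7. Pcna (chromosome 2, start 132249162, end 132253314) was at 1.35 ± 0.325, 1.19 ± 0.221 and 1.24 ± 0.522 in green, red and yellow cells at E13, and at 1.11 ± 0.517, 1.00 ± 0.565 and 0.905 ± 0.535 at E16. For green against red, edgeR's adjusted p was 1 at both ages for Cdk1 and for Pcna. The cell-cycle score over 93 genes differed by -0.04 ± 0.31 log2 CPM between green and red at E13 (SD, n = 5 embryos, higher in green in 3, exact two-sided sign-flip p = 0.8125, smallest possible 0.0625). Over 85 genes at E16 the difference was 0.28 ± 1.05 (SD, n = 7, higher in green in 3, exact p = 0.625). Against yellow, the score was higher in green by 1.33 ± 1.36 at E13 (SD, n = 4, 4 of 4 embryos, exact p = 0.125, the smallest 4 embryos can give) and by 0.64 ± 0.51 at E16 (SD, n = 7, 6 of 7 embryos, exact p = 0.046875). Of these, E16 replicate 3 counts as higher by only 0.00010 log2 CPM, far below the spread. In red the score was higher than in yellow by 1.41 ± 1.48 at E13 (SD, n = 4, 4 of 4, exact p = 0.125) and by 0.36 ± 1.31 at E16 (SD, n = 7, 4 of 7, exact p = 0.53125). After Benjamini-Hochberg adjustment over the 6 score comparisons the lowest value was 0.25, so none passed. The largest green-red differences at E16 were 1.10, 2.18 and -1.10, in replicates 5, 6 and 7. These embryos hold libraries with few genes detected (red 8803, red 9210 and yellow 7858). Red minus yellow was -1.19, -1.25 and 2.42 in them, but also 1.19 in replicate 1. Library quality was not tested as a cause, so the E16 spread cannot be read as a difference between colours.

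The design also asks whether imprinted genes of chromosome 7 as a whole differ between red and green cells, and whether maternally and paternally expressed genes differ in opposite directions, whichever colour carries which disomy. Of the lists written beforehand, 3 maternally and 10 paternally expressed genes passed the filter. Over these 13 genes, the median absolute difference between green and red exceeded that of matched genes by 2.44 ± 0.948 log2 CPM (SD, n = 12 embryos), in 12 of 12 embryos (exact two-sided sign-flip p = 0.000488, the smallest 12 embryos can give, Benjamini-Hochberg adjusted 0.00122 over 5 comparisons). The excess was 0.037 ± 0.401 over 15 imprinted genes of other chromosomes (7 of 12 embryos, exact p = 0.740). It was 0.040 ± 0.0649 over 824 genes of chromosome 7 outside the lists (9 of 12 embryos, exact p = 0.0571) and 0.561 ± 1.02 over 4 placental imprinted genes of chromosome 7 (8 of 12 embryos, exact p = 0.0815). The excess of the chromosome 7 lists was also larger than that of the other imprinted genes within embryos (difference 2.40 ± 0.955, exact p = 0.000488). With means in place of medians over genes, the excess was 2.09.

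**Figure D2:**
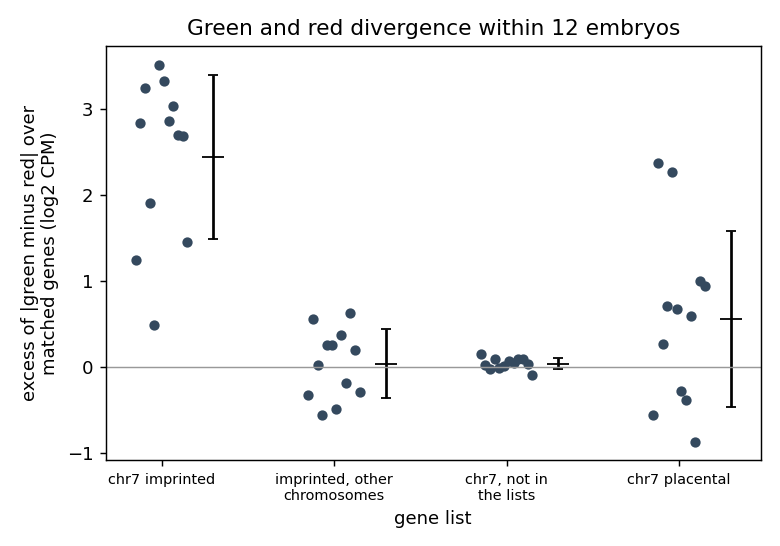
Excess of the absolute green-red difference over expression-matched genes, in log2 CPM (y axis, linear), for 4 gene lists (x axis); each point is 1 of 12 embryos and the bars are mean ± SD. All 12 embryos lie above 0 for the chromosome 7 imprinted genes, with a mean of 2.44, and the means of the imprinted genes elsewhere and of the remaining chromosome 7 genes are 0.037 and 0.040.

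The mean green-red difference had opposite signs for the maternal and the paternal list in 12 of 12 embryos (exact two-sided binomial p = 0.000488). With all libraries kept it was 11 of 13 embryos (exact p = 0.0225). In E13 replicate 3 the maternal difference was 0.0031 log2 CPM, so this embryo counts as opposed by a margin far below the spread. The paternal list was lower in green in replicates 1, 2 and 3 of each age and higher in green in the other embryos, from -4.95 to 5.30 log2 CPM. The difference of Cdkn1c had the sign opposite to the paternal list in 12 of 12 embryos, with a mean absolute difference of 5.10 log2 CPM. The corresponding counts were 10 of 12 for Ube3a and 5 of 12 for H19. Ube3a lies partly across from Snhg14 on the other strand, and since the counting did not use strand, its count is uncertain. Kcnq1ot1, transcribed antisense to its host gene, is uncertain for the same reason. Kcnq1ot1, Snhg14, Peg3 and Mkrn3 had mean absolute differences of 5.71, 4.78, 4.76 and 4.74 log2 CPM, and Ndn, Snrpn and Inpp5f of 4.46, 3.75 and 2.52. Each of these 7 genes exceeded all of its matched genes, as did Usp29 and Cdkn1c. The other 4 of the 13 did not: Magel2 exceeded 96% of them, Peg12 88%, Ube3a 74% and H19 20%. Yellow lay between red and green for the paternal list in 8 of 11 embryos with 3 libraries (exact two-sided binomial p = 0.00882 against a chance of 1 in 3). That chance holds only if the colours are exchangeable, and red and green already lay far apart on this list. The p-value therefore cannot separate an intermediate yellow level from the red and green difference itself.

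**Figure D3:**
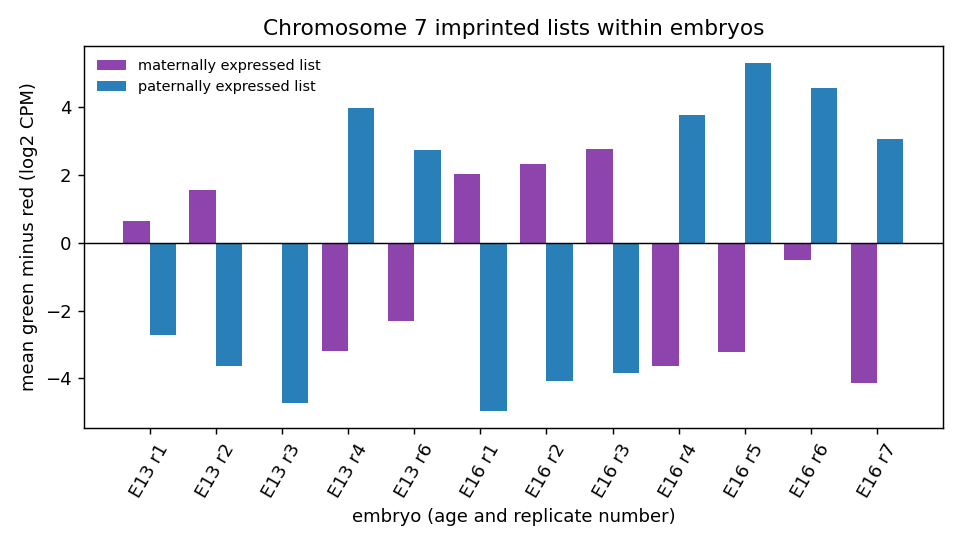
Mean green minus red difference in log2 CPM (y axis, linear) of the maternally and the paternally expressed chromosome 7 lists in each of 12 embryos (x axis, age and replicate number). The bars of an embryo point in opposite directions in all 12, although the maternal bar of E13 replicate 3 is 0.0031, and the paternal bars run from -4.95 to 5.30.

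E16 and E13 were compared in yellow cells. Of 11378 genes, 17 passed the threshold, 11 higher and 6 lower at E16 (989 genes at an unadjusted p under 0.05). For 14 of the 17 the libraries of the ages did not overlap. Opcml (chromosome 9, start 27790775, end 28925410) rose from 97.7 ± 40.9 CPM at E13 (SD, n = 5) to 1222 ± 487 CPM at E16 (SD, n = 7), with a log2 fold change of 3.70 (SE 0.44, edgeR adjusted p of 0.002742). The pseudogene 1700086L19Rik (chromosome 12, start 74284242, end 74295945) and Ube2ql1 (chromosome 13, start 69702832, end 69739889) rose by log2 fold changes of 4.21 and 3.09, each with an edgeR adjusted p of 0.00936. Ebf2 (chromosome 14, start 67233292, end 67430918) had a log2 fold change of -8.04 (SE 1.22, edgeR adjusted p of 0.01607), Id4 (chromosome 13, start 48261228, end 48266026) of -3.06 (SE 0.51) and Ndn (chromosome 7, start 62346569, end 62350262) of -1.95 (SE 0.33), the last 2 with an edgeR adjusted p of 0.02666. Ebf2 was at 0.346 ± 0.608 CPM at E16 (SD, n = 7, highest 1.4561), and this mean lies below the CPM of 3 counts in any of the 7 libraries (0.726 to 2.91), so the size of its fold change rests on very few counts. Ndn is also among the imprinted genes above. Summing the counts of the 3 colours of each embryo moved this result most, to 524 genes. The replicate numbers do not pair embryos of different ages, so this comparison had no block.

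The green-red difference was compared between the ages as an interaction. None of 11472 genes passed the threshold (296 at an unadjusted p under 0.05), and none did without the replicate block (602). This too compares colours and not disomies.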

Values the study reported

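The study reported that 39 samples were analysed for the expression of Cdkn1c in sorted cells and that 7 of them were left out for a low share of uniquely aligned reads or a low correlation with their replicates. Its list of cell-cycle genes held 78 genes.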

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

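The tests of marker genes in this part were chosen before their values were seen, and the tests of library size and of top genes after. Of 44 groups of 4 to 7 values examined, 9 held a value far from the others, where chance gives about 1 in 20. Of the 9, 5 belong to the 3 libraries that the 40% rule left out.

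The uniquely aligned share was 19.1% in E13 green replicate 5, where the other 5 green libraries had 50.5% to 61.4%, and 36.1% in E13 red replicate 5, where the others had 53.0% to 59.1%. It was 18.8% in E13 yellow replicate 3, where the others had 55.5% to 65.9%. A few genes taking most of the counts was tested as an explanation: only 1 of the 3 libraries had the highest share of counts in its top 10 genes of its group, which speaks against it as a common cause. No biological explanation was tested.

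The number of genes detected was 3224 in E13 green replicate 5, 5487 in E13 red replicate 5 and 7858 in E16 yellow replicate 7. The other libraries of these groups had 9610 to 12883, 11438 to 12602 and 11334 to 12368. Library size was tested, and 2 of the 3 had the fewest gene counts of their group while E16 yellow replicate 7 did not. E16 red replicate 7 and E16 green replicate 4, with fewer gene counts (472924 and 629551) than E13 green replicate 5 (762176) and E13 red replicate 5 (1902527), had 11291 and 11049 genes detected, which speaks against library size for E13 red and green replicate 5 as well. No biological explanation was tested. E16 yellow replicate 7 is also the library that the correlation rule removes. E16 red replicates 5 and 6 had few genes detected as well, 8803 and 9210. They were not flagged, since low values in the same group mask each other when each is compared with its nearest neighbour.

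The relative level of Cdk1 was 10.8 in E16 yellow replicate 5, against 0 to 3.58 in the other 6 yellow libraries. Library size was tested, and its gene counts ranked 4 from the fewest of 7. A different mix of cells was tested with marker lists of radial glia and projection neurons. The balance of the lists ranked 1 from the top of its group, by a small margin (-2.54, the next -2.92), so this library may hold relatively more progenitors. This is a hypothesis with weak support. E16 red replicate 5, a library with few genes detected (8803), had a higher Cdk1 level (13.4) and the lowest balance of its group (-4.89). The library also had both Xist and Y-linked counts, so a mixed sample cannot be ruled out.

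The cell-cycle score in E13 replicate 2 was 3.37 log2 CPM higher in green than in yellow, against 0.52 to 0.73 in the other 3 embryos. The gene counts of its yellow library ranked 3 from the fewest of 5, which speaks against library size. The library nevertheless had few genes detected, 9655 against 12877 to 13768 in the other 4 yellow libraries kept, and 40.9% of its uniquely aligned reads had no feature, the highest share of the 5. Library quality was not tested as an explanation. Its marker balance ranked 1 from the bottom of the yellow group, so the yellow library may hold relatively fewer progenitors. It too had both Xist and Y-linked counts, and the pattern cannot be told apart from a mixed sample or from low library quality.

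The excess green-red divergence of the chromosome 7 imprinted genes was 1.45 in E16 replicate 7, against 2.69 to 3.51 in the other 6 embryos of that age. Its red library had the fewest gene counts of the 14 red and green libraries at E16 (rank 1 of gene counts), so library size may contribute. Against this, E16 replicate 4 had the next smallest library (629551 gene counts in green) and an excess of 3.03. The green library of replicate 7 was also among those with both Xist and Y-linked counts (412 and 825), so a mixed sample cannot be ruled out. A biological explanation was not tested.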

How the results depend on the processing

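The alternatives were chosen before the data were examined. In all, 341 alternative values were computed for 23 results, and 274 kept their direction and their side of the threshold, or stayed within 1.5 times a count. Of the others, 42 were counts of genes that moved further, 17 changed sign and 8 no longer had an exact p under 0.05 (unadjusted), 7 of them for the green-yellow cell-cycle score at E16, which did not pass after adjustment over the 6 scores (adjusted p 0.25). For 6 fits the alternative kept the same libraries as the main setting and was not repeated. The cause of the changes below was not tested unless stated.

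The choice of test moved the counts of genes most in the 6 colour contrasts and the interaction, and summing the colours did so for age (524 genes). The DESeq2 Wald test gave 229 genes for green against red at E13, 522 for green against yellow and 321 for red against yellow. At E16 it gave 76, 59 and 123, and for age 195 and for the interaction 220. For green against red at E16, 15 of 40 exchanges of the colours within embryos gave as many DESeq2 calls as the real colours, so these calls are not distinguishable from arbitrary exchanges. At E13, 1 of the 16 exchanges, the real one, gave as many, and 16 exchanges cannot give a share under 0.05. The other E13 exchanges gave a median of 202 calls and at most 223, close to the 229 of the real colours. With edgeR and no filter on low counts, the counts were 1, 21 and 7 at E13, 2 for red against yellow at E16, 55 for age and 2 for the interaction.

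For green against yellow at E13, where 3 genes were called, filterByExpr gave 1 gene, the stranded columns 1, the 2 colours alone 1, all libraries 0 and no replicate block 6. The fit with no replicate block and the DESeq2 Wald test kept all 3. The single genes of filterByExpr and of the stranded columns were among the 3 but lower in green, so Vim was not called. The gene called with the 2 colours alone was none of the 3. With DESeq2 size factors 0 of 2 calls were higher in green, against 1 of 3. Leaving out single embryos gave 0 to 5 genes. For red against yellow at E13, the fit with no replicate block gave 1 gene and leaving out single embryos gave 0 to 1. For green against red at E13, the 2 colours alone gave 1 gene. Keeping all libraries moved the median log2 change of all genes to -0.63 for green against yellow and -0.47 for red against yellow at E13, from -0.12 and -0.04, so changes under that setting are relative to those medians.

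For E16 against E13 in yellow cells, where 17 genes were called, the correlation rule gave 31, red libraries 36, green libraries 155 and the summed colours 524. Leaving out single embryos gave 1 to 31 genes.

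Cdkn1c passed the threshold under none of the alternatives, but its sign at E13 was not stable. For green against red (0.31) it was -1.43 with all libraries and -0.32 with the 2 colours alone, and from -1.39 to 1.34 across the 6 fits that each left out 1 embryo. For green against yellow (0.05) it was -0.0097 with DESeq2 size factors, -0.019 with the DESeq2 Wald test, -0.0028 with no filter, -0.75 with all libraries and -2.88 with the 2 colours alone, and from -1.57 to 0.85 across the 6 fits that each left out 1 embryo. For red against yellow (-0.27) it was 0.68 with all libraries. At E16 leaving out single embryos gave -4.43 to -1.68 for green against red, -2.46 to -0.49 for green against yellow and 1.14 to 2.04 for red against yellow. The E16 value for red against yellow was 0.246 with the 2 colours alone, and the mean of the differences within embryos was -0.284 log2 CPM (higher in red in 4 of 7), opposite in sign to the fitted 1.67, so this sign is not stable either. At E13 the means within embryos were -1.27 for green against red and -2.67 for green against yellow, also opposite to the fitted signs.

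The cell-cycle score for green against red at E13 changed sign with the S list alone, to 0.14, and ran from -0.13 to 0.073 across the 5 fits that each left out 1 embryo. At E16 it ran from -0.031 to 0.52. For green against yellow at E16, the S list alone gave 0.54 (exact p = 0.14062) and leaving out single embryos gave 0.53 to 0.76, with the unadjusted exact p no longer under 0.05 in 6 of the 7. Against yellow at E13, leaving out single embryos gave 0.66 to 1.61 for green and 0.69 to 1.80 for red, both lowest without replicate 2. With all libraries these E13 scores were 0.46 and 0.75, each higher than yellow in 5 of 6 embryos. Red against yellow at E16 ran from 0.011, without replicate 7, to 0.62.

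The excess divergence of the chromosome 7 imprinted genes ran from 2.34 to 2.62 across the 12 fits that each left out 1 embryo. Opposed maternal and paternal lists were counted in 11 of 13 embryos with all libraries (exact p = 0.0225), in 10 of 12 embryos with a prior count of 0.5 (exact p = 0.0386) and in 10 of 12 without Cdkn1c (exact p = 0.0386). Yellow lay between red and green in 6 of 11 embryos with medians over genes (exact p = 0.197), and in 7 to 8 when single embryos were left out.

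The dispersion between libraries limits the gene tests: with the estimated dispersion, 15% and 17.5% of simulated 2 log2-unit changes were recovered at E13 and E16, against all 200 changed genes with a dispersion of 0.1. The simulated changes were placed only in genes with mean counts well above the filter, so these shares do not cover all genes tested. Depth was not varied. A count of 0 does not show that no gene differs.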

Other observations

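Of the tests in this part, those of the chromosome 7 lists against other imprinted genes, of sex genes and of markers at E13 were chosen only after the result was seen. The tests of other splits, of the remaining chromosome 7 genes, of markers at E16 and of library complexity were chosen before.

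The number of genes in each comparison was set against other splits of the same libraries, counted at an unadjusted p under 0.05 where no gene or few passed the threshold. At E13, 3 of 16 exchanges of red and green within embryos, the real one included, gave at least 261 genes. For green against yellow 1 of 16 gave at least 749, and for red against yellow 2 of 16 gave at least 553. With 16 exchanges no share under 0.05 is possible. At E16, 41 of 64 exchanges gave at least 251 genes for green against red, 4 of 64 at least 166 for green against yellow and 27 of 64 at least 313 for red against yellow. For the interaction, 12 of 40 assignments of age to embryos gave at least 296. For E16 against E13, 1 of 100 splits of the 12 yellow libraries, the real one, gave 17 or more genes at an adjusted p under 0.05, and the most in another split was 1.

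The divergence of chromosome 7 imprinted genes within embryos is not accounted for by 2 explanations. Variation of imprinted genes whatever their chromosome was tested by the difference to the other imprinted genes (exact sign-flip p = 0.000488). A difference of all chromosome 7 genes was tested on the genes outside the lists (exact p = 0.0571, mean excess 0.040). By the MADM design the colours carry opposite disomies of chromosome 7. A hypothesis is that the parental direction of the colours is not the same in all embryos. The labels do not give that direction. For mice without a Cdkn1c deletion, the study's text describes a cross in which green cells carry the maternal and red cells the paternal disomy. A passage on the same mice, however, calls the cells with paternal disomy green. For mice with a paternal Cdkn1c deletion the text describes the reverse colours. Details of the crosses of single embryos were not used here. The reversal followed the replicate number: the paternal list was lower in green in replicates 1, 2 and 3 of each age and higher in the later ones. A cross in the other direction, or an exchange of red and green tubes throughout 1 of these sets, would each give this pattern. The larger of the Xist and Y-linked counts was the same in all 3 libraries of 12 of the 13 embryos, 3 of which have a library with both signals, but exchanged tubes of an embryo would agree as well, so the counts alone do not separate these explanations.

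Matched background genes also diverged more between red and green in some embryos. A candidate explanation is low library complexity. Over 12 embryos, the median absolute difference fell with the number of genes detected in the poorer library (Pearson r = -0.922, permutation p = 2e-05; Spearman rho = -0.776, permutation p = 0.00421). Without the 2 embryos farthest from the median, r was -0.840 (permutation p = 0.00423) and rho -0.612 (permutation p = 0.0677). Within E16 r was -0.959 (n = 7, exact permutation p = 0.00198) and rho -0.786 (exact permutation p = 0.0480). The 5 embryos at E13 are too few for a test. These are 3 scopes of 1 relation, with no further relation computed.

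A difference in cell mix between singly coloured and yellow cells was tested with 8 projection neuron markers and with 7 radial glia markers at E13 and 6 at E16. The radial glia minus projection neuron balance was higher in red and green than in yellow by 1.67 ± 0.749 log2 CPM at E13, in 4 of 4 embryos (exact p = 0.125, the smallest possible). At E16 it was higher by 1.27 ± 1.36 in 6 of 7 embryos (exact p = 0.078125), which did not pass. That yellow libraries hold relatively more neurons may account for the cell-cycle scores and for Vim and Stmn3 at E13, but 4 embryos cannot decide it.

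In 3 libraries both Xist and Y-linked genes had at least 50 counts: E13 yellow replicate 2 with 1164 Xist and 1469 Y-linked counts, E16 yellow replicate 5 with 82 and 393, and E16 green replicate 7 with 412 and 825. These 3 libraries cannot be told apart from a mixed sample, RNA from an embryo of the other sex, since the sex genes alone do not separate that from Xist expression in male cells, and no other test was run. E13 green replicate 5 had 0 counts of either.

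In E13 replicate 5, whose red and green libraries were left out, the excess of the chromosome 7 imprinted genes was 0.134, below the 0.265 of the imprinted genes on other chromosomes. Its maternal and paternal lists moved the same way (-3.93 and -0.40 log2 CPM), so it was not among the opposed embryos.

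The number of libraries left out by the 40% rule alone was 3. That is lower than the value quoted from the study above, which also counts libraries left out for low correlation, so the numbers are not alike. The correlation rule run here as an alternative, with its own cutoff, removed 1 more library.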
